A study of Arabidopsis thaliana with 8 samples. Its data were reported in "On the functions of the h subunit of eukaryotic initiation factor 3 in late stages of translation initiation" (2007).

How the data were processed

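The series used here comprises 8 Affymetrix ATH1 arrays: polysomal and non-polysomal RNA of WT and eif3h seedlings, with 2 replicates per group. Replicates were independent RNA preparations made on different days, per the study's methods. The authors background-corrected the probe intensities and scaled each array with Affymetrix MAS 5.0, and deposited 1 signal intensity per probe set on a linear scale. Every array had a trimmed mean between 500.037 and 500.058 when 2% of values were trimmed at each end. Detection calls were not used here. Signal over background is therefore represented only by the mean signal of a probe set. The arrays' experiment records were read for the order and day of scanning.

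Probe sets were named through the platform table given with the files, matched to the RefSeq gene table of assembly TAIR10.1, which was used for names only. Of 22746 probe sets without controls, 13436 had 1 gene there, 364 were named only through the study's supplementary gene list, 77 had a name absent from RefSeq, 503 had several genes and none was named from these, and 8366 had no name here. Among the 11373 tested probe sets the numbers were 5972, 349, 18, 224 and 4810. Gene lists used only the first kind, with the probe set of highest mean signal per gene (5948 genes). The 64 control probe sets were left out of all tests.

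Signals were taken as log2 without an offset. The 50% of probe sets with the highest mean log2 signal over all arrays were kept. All 8 arrays were fitted together in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a variance trend), with 4 groups and the replicate number as a block, and contrasts were taken for the change of translation state, the translation state in each genotype and the genotype difference in each fraction. Benjamini-Hochberg adjusted p under 0.05 counted as past the test. The tests are two-sided, and p-values rest on 2 gradients per genotype, so that the number of arrays limits the precision. The study's own rule was applied without a test: a mean change over 2-fold among probe sets that met at least 1 of its criteria on replicate similarity, which 8441 of 11373 did, with the signal filter in place of its detection calls.

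The replicate numbers pair the samples. The replicate deviations of any 2 groups correlated across probe sets with r from 0.33 to 0.68, the highest value for the fractions of the WT gradients, and each number marks a preparation day, a scan day and a scanner. Arrays of the same gradient shared further deviations (r = 0.43 between fractions after the part common to both genotypes was removed). A fit with the gradient as a block was therefore computed beside the first, a step added once these records and correlations had been read. It gives the same values as a fit of log2 PL/NP per gradient without the replicate block. It has no value for the genotype difference within 1 fraction, which lies between gradients.

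The lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry. With an estimated correlation camera also takes its degrees of freedom from the arrays rather than from the genes. Its p-values can therefore rise without correlation among members. For the change of translation state of oxidative phosphorylation mRNAs the estimate was 0.0004, yet the unadjusted camera p rose from 5.6e-08 to 0.0079. Adjusted p-values are over the 17 lists with at least 3 measured members. Lists, designs, alternatives and the rule for named genes were fixed before the data were examined, except for the cytosolic and plastid ribosomal proteins, the leucine-rich repeat receptor kinases, the histones and the nuclear oxidative phosphorylation genes, which were written out as loci once the naming tables were known and before any signal was tested. Lists matched by words lost 9 loci that the words had caught by mistake, 3 of them after the first results were seen. The named genes were the 12 largest rises and 12 largest falls of translation state past the test and over 2-fold the same way in both replicates, filled up by smallest unadjusted p; the 8 highest and 8 lowest translation states in WT; the 5 largest rises and 5 largest falls in each fraction; 2 to 4 members with the smallest p per list; and the mutated gene, the leaders and the loci the study had followed. Of the genes this rule takes, 1 is not shown. The unnamed probe set past the test was added after its value was seen. HY5 had no named probe set here.

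Fits were tested on simulated data of 11373 probe sets with 200 changed. For the change of translation state, when arrays of a gradient share deviations, the 8-array fit recovered 4% of changes of 1 on the log2 scale and 84% of changes of 2, with 0 false calls. The gradient block recovered 88% and 100% with 34 false calls, and log2 PL/NP per gradient with a replicate block 97% and 100% with 84 false calls. With independent arrays the 8-array fit recovered 10% and 83% with 10 false calls. Arrays of a simulated gradient shared more of their deviations than was measured here (r = 0.43), which lies between both simulations. The recoveries and false calls with sharing therefore need not hold for these data. In the list test on simulated data, drawn with independent noise for every gene and array, the shifted list was found. Of 40 unshifted lists 2 were called without adjustment. Members of the measured lists are correlated (estimated 0.308 for cytosolic ribosomal proteins and 0.704 for plastid-encoded genes). The simulation thus gives no measure of false calls among correlated genes.

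The alternatives were the fit without the replicate block, log2 PL/NP per gradient with and without the block, quantile normalization, median centring, no signal filter, the upper 40%, an offset of 44.7 (the 20th percentile of the signal) before log2, eBayes without a trend, each gradient left out in turn, an estimated correlation in camera, all named probe sets per gene, and a 1.5-fold threshold in the study's rule. Leader, coding and untranslated region features of mRNAs, which need a genome annotation, were not analysed here, and neither were arrays of total RNA.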

Results

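Polysome loading of mRNAs was measured in Arabidopsis seedlings of the wild type (WT) and of the eif3h mutant, in which a T-DNA insertion truncates the carboxyl terminus of the h subunit of translation initiation factor eIF3. Extracts from the aerial parts of seedlings grown for 10 days were separated on sucrose gradients. RNA from the polysomal fractions (PL), which carry mRNAs with multiple ribosomes, and from the non-polysomal fractions (NP), which carry free mRNAs and monosomes, was hybridized to ATH1 arrays. Each of the 2 genotypes was represented by 2 gradients, prepared on different days, and each gradient by 1 PL and 1 NP array, which gives 8 arrays in 4 groups. The translation state of an mRNA is log2 of PL over NP, and its change is the translation state in eif3h minus that in WT. The median signal of an array lay between 185.8 and 277.0, and 11373 probe sets in the upper part of the mean signal range were tested. The number of arrays limits the precision.

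The first comparison asked which mRNAs are loaded differently when eIF3h is truncated. AT3G14600, which encodes ribosomal protein L18a of the large subunit, rose in translation state by 2.25 on the log2 scale (4.77-fold, SE 0.27, 2 gradients per genotype, adjusted p = 0.0464). Its translation state was -1.96 in WT and 0.29 in eif3h. AT5G18800, a subunit of mitochondrial complex I, rose by 2.07 (SE 0.26, adjusted p = 0.0464), from -0.79 to 1.27. The mRNA of the mutated gene itself, TIF3H1 (AT1G10840), fell by 2.57 (SE 0.27, adjusted p = 0.0419). Its signal in polysomal RNA was lower by 2.58 on the log2 scale (log2 difference -2.58), whereas in non-polysomal RNA the difference was -0.01. The position of its probes relative to the insertion is not given in the sources used here, so this value is no check of the genotype labels. AT2G15560 fell by 4.22 (SE 0.47, adjusted p = 0.0419), and its non-polysomal signal was higher in eif3h by 6.99. Its WT signals, from 63.0 to 177.4, all lay below the medians of the WT arrays (194.4 to 234.35). Its translation state was 0.998 and -0.348 in the WT gradients. The WT state of this mRNA, and with it the size of the fall, is therefore uncertain. AT5G55600, which encodes a protein with agenet and BAH domains, fell by 2.62 (SE 0.34, adjusted p = 0.0464), and a probe set without a gene name here fell by 2.67 (SE 0.33, adjusted p = 0.0464). These 2 rises and 4 falls were the probe sets past the test, and each exceeded 2-fold in the same direction in both replicates.

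The mRNAs next in order changed over 2-fold the same way in both replicates but did not pass the test with the replicate as the block. Ribosomal proteins were among those on the positive side, and their share was not compared with that over all genes. The large-subunit protein L13 gene AT5G23900 had a change of 1.75, the small-subunit protein S10 gene AT4G25740 one of 1.72 and RPS18C one of 1.64, each with an adjusted p of 0.0831. GAMMA CAL2, a carbonic anhydrase-like subunit of complex I, had a change of 2.08 (SE 0.33). Values of 1.98 for AT1G62480, 1.95 for the glyoxalase I gene AT1G08110, 1.82 for the histone H2A.Z gene HTA9, 1.76 for NKS1 and 1.60 for the Nudix hydrolase gene NUDX27 completed this side. On the negative side, psaA, the plastid gene of a photosystem I core protein, had a change of -3.31 (SE 0.48, adjusted p = 0.0705). AT1G50290 had a change of -2.30, AT1G55690 of -2.15, AT5G57710 (SMAX1) of -1.97, AT3G53670 of -1.76, the protein kinase genes AT5G45430, WNK5 and AT4G19110 of -1.71, -1.70 and -1.59, and AS1, a MYB factor of leaf development, of -1.44. With the gradient as a block each gene in this paragraph passed (adjusted p from 0.0035 for psaA to 0.0308 for WNK5).

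**Figure D1:**
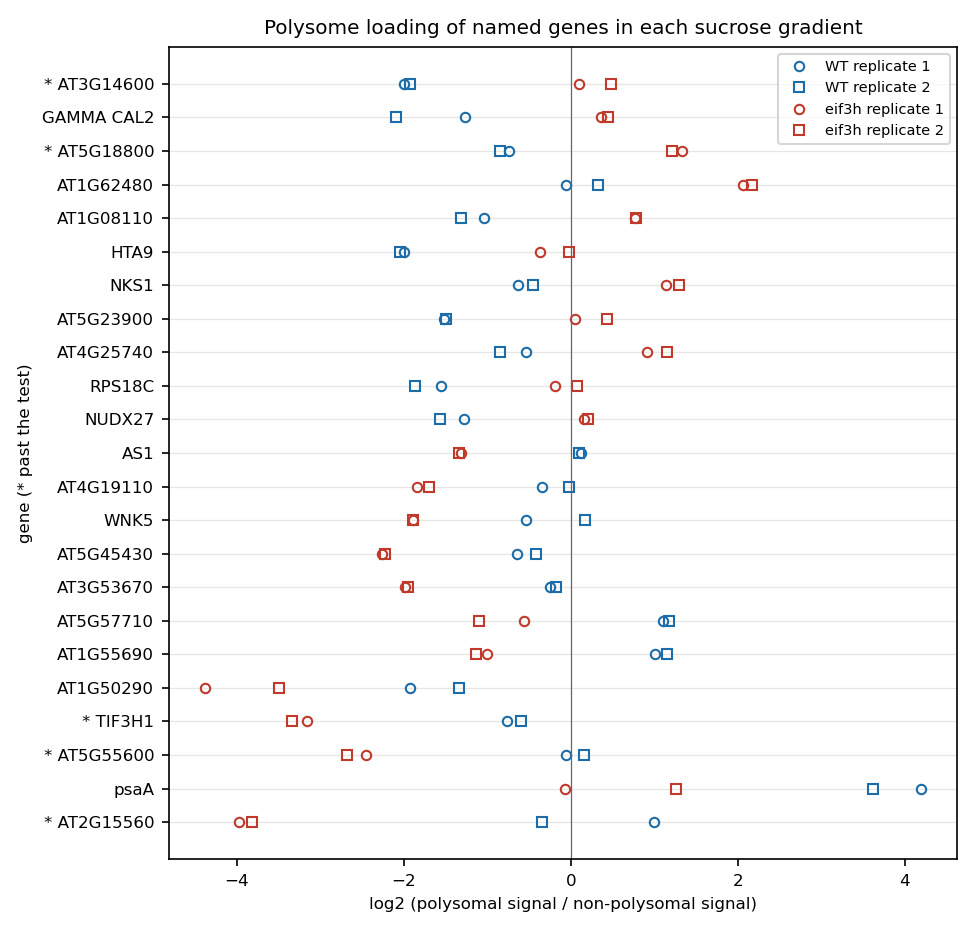
Translation state, as log2 of polysomal over non-polysomal signal, of 23 named genes in each of the 4 gradients (x axis), with WT in blue, eif3h in red, circles for replicate 1 and squares for replicate 2; stars mark the 5 named genes past the test. AT3G14600 lies near -2.0 in both WT gradients and at 0.10 and 0.48 in the eif3h gradients.

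Gene groups shifted together. The list medians below are given relative to the median change of the genes in the list tests (5948 in the deposited scaling), which was -0.12 in the deposited scaling, 0.02 after quantile normalization and 0.05 after median centring of the arrays (-0.12, 0.00 and 0.05 over all tested probe sets). Of 115 measured cytosolic ribosomal protein mRNAs, 102 had a positive change and 13 a negative one. Only AT3G14600 of them passed the test over all probe sets, 13 passed upward with the gradient as a block, and 30 passed, all upward, when adjusted over the list alone. Their median was 0.70 above that of all genes (0.64 in replicate 1 and 0.92 in replicate 2), and 0.30 above it after quantile normalization. The list shifted upward against other genes (limma's camera, adjusted p = 7.6e-23), with adjusted p = 0.378 with an estimated correlation. This group is one the study also described on these samples, so the list is not independent evidence of its direction. The study likewise reported organellar ribosomal proteins and nuclear photosynthesis mRNAs as raised, and receptor kinases and transcription factors as lowered. The lists of these groups below are not independent evidence either. All 10 plastid ribosomal protein mRNAs encoded in the nucleus had a positive change, among them AT2G43030 and AT5G65220, each with 1.36. Their median was 0.76 above that of all genes (adjusted p = 1.3e-05, and adjusted p = 0.378 with an estimated correlation), 0 passed over all probe sets, 2 with the gradient as a block and 4 adjusted over the list alone. After quantile normalization their median was 0.26 and the list no longer passed (adjusted p = 0.0957).

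Plastid-encoded mRNAs moved the other way. The study describes eIF3 as a factor for cytoplasmic mRNAs, and on which ribosomes these mRNAs lay was not measured. Of 67 measured, 66 had a negative change, 0 passed over all probe sets, 6 passed downward with the gradient as a block, and 5 passed, all downward, when adjusted over the list alone. The examples with the smallest p were psaA with -3.31, psbD, which encodes a photosystem II core protein, with -2.04, ycf4 with -2.23 and rbcL, the large subunit of Rubisco, with -3.05. The list median was -0.95 relative to all genes and -1.21 after quantile normalization (camera, adjusted p = 1.8e-14, and adjusted p = 0.443 with an estimated correlation). The replicates differed in size, with relative medians of -1.53 in replicate 1 and -0.29 in replicate 2. Without eif3h replicate 1 the relative median was -0.25 (adjusted p = 1.3e-04).

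Nuclear mRNAs of oxidative phosphorylation (40 members, 33 with a positive change) had a median of 0.42 above all genes (adjusted p = 3.1e-07, and adjusted p = 0.134 with an estimated correlation). AT5G18800 passed, both over all probe sets and as the 1 call adjusted over the list alone, 2 members passed with the gradient as a block, and AT2G47380 had a change of 1.09. After quantile normalization this relative median was 0.00 and the call was lost (adjusted p = 0.197). Of 10 mRNAs of the tricarboxylic acid cycle 9 had a positive change, such as AT5G08300 with 0.88 and AT2G20420 with 0.82, and 0 passed in either way. The median was 0.58 above all genes (adjusted p = 0.0043, and adjusted p = 0.443 with an estimated correlation), with 0.35 in replicate 1 and 0.82 in replicate 2. Without eif3h replicate 2 it was 0.34, and the list no longer passed. With its own gene classes, the study named the tricarboxylic acid cycle among pathways without a coordinated effect of the mutation. Nuclear mRNAs of the photosynthetic light reactions (8 members, 7 with a positive change) had a median of 0.43 above all genes, with LHCB4.2 at 1.11 and LHCB4.1 at 0.96. Of these, 0 passed over all probe sets and 2 adjusted over the list alone (list adjusted p = 0.0096, and adjusted p = 0.443 with an estimated correlation). This call was also lost after quantile normalization (median 0.27, adjusted p = 0.509) and without eif3h replicate 2 (adjusted p = 0.193).

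Receptor-like kinases with leucine-rich repeats had lower loading as a group. Of 37 members 34 had a negative change, 0 passed over all probe sets and 0 adjusted over the list alone. AT1G12460 had a change of -1.41, AT4G37250 of -1.04 and AT3G28040 of -0.86. The median was -0.44 relative to all genes (adjusted p = 1.3e-05, and adjusted p = 0.344 with an estimated correlation) and -0.32 after quantile normalization (adjusted p = 0.0037). With no filter on signal, which raised the list to 84 members, the relative median was -0.25 and the call was lost (adjusted p = 0.139).

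**Figure D2:**
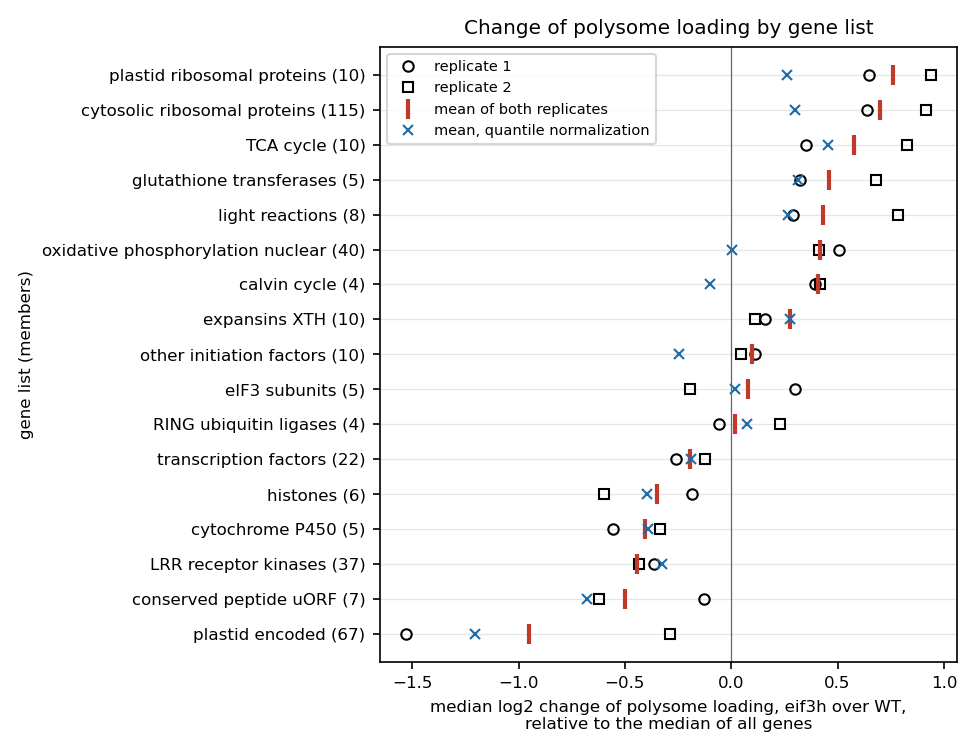
Median log2 change of translation state of each gene list relative to all genes (x axis), per replicate (circle and square), for the mean of both (red bar) and for the mean after quantile normalization (blue cross), with the number of members in brackets. Cytosolic ribosomal proteins lie at 0.70 and plastid-encoded genes at -0.95 in the mean; the oxidative phosphorylation list moves from 0.42 to 0.00 after quantile normalization.

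The other lists did not pass, and in them 0 members passed over all probe sets. mRNAs whose leaders hold an upstream open reading frame for a conserved peptide (7 members, 3 with a positive and 4 with a negative change) had a relative median of -0.50 (adjusted p = 0.399), which was -0.13 in replicate 1, -0.62 in replicate 2 and -0.31 without eif3h replicate 1. Those with the smallest p were negative, with AT5G09460 at -0.84, bZIP44 at -0.77 and BZIP53 at -0.65. Of 22 transcription factors 17 had a negative change (relative median -0.19, adjusted p = 0.289), such as AT2G21230 with -0.78. Histones (6 members, relative median -0.35, adjusted p = 0.160) held 1 downward call adjusted over the list alone, HTB11 with a change of -1.45. The 5 measured eIF3 subunits other than eIF3h had a median change of -0.05, a mean of 0.09 and an upward test direction (adjusted p = 0.472), with AT3G02200 at 0.84 and AT1G66070 at -0.31. For 10 other initiation factors (median change -0.03, mean -0.01, adjusted p = 0.630; relative median 0.10, but -0.24 after quantile normalization) and 4 U-box ubiquitin ligases (median change -0.11, mean -0.07, adjusted p = 0.920) the test direction was upward as well, because it compares with other genes. Among these, AT2G40290 had a change of 0.57 and PUB49 of -0.26. Glutathione transferases (5 members) had a relative median of 0.46 (adjusted p = 0.0762), with GSTL3 at 0.97 and GSTU20 at 0.74. Expansins and xyloglucan endotransglucosylases (10 members) had a relative median of 0.27 (adjusted p = 0.160), with XTH32 at 0.91. Calvin cycle mRNAs (4 members) had a relative median of 0.41 (adjusted p = 0.188), which was -0.10 after quantile normalization, with RCA at 0.71. Cytochromes P450 (5 members, relative median -0.41, adjusted p = 0.160), such as CYP71B26 with -1.44, moved on balance one way in limma's fry (adjusted p = 9.8e-04), a test that does not compare them with other genes. Of the lists past camera, receptor kinases and oxidative phosphorylation passed fry as well (adjusted p = 0.0302 for each), but cytosolic ribosomal proteins (0.124), plastid ribosomal proteins (0.114), plastid-encoded genes, the tricarboxylic acid cycle and the light reactions (0.269 each) did not.

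Of the leaders the study examined in reporter genes, LHY, a MYB factor of the circadian clock, had a change of -1.11 (SE 0.41, adjusted p = 0.279). With the gradient as a block the adjusted p was 0.0373 for LHY. The leader donor GBF6 (bZIP11), a sucrose-regulated bZIP factor, had a change of -0.60 (SE 0.30, adjusted p = 0.397). The 13 loci that the study followed by quantitative PCR were representative mRNAs of its array experiment and are not independent. Among them GRF8, a 14-3-3 protein, had a change of 1.45 (adjusted p = 0.0956), the ribosomal protein L26 gene AT3G49910 one of 1.42 (adjusted p = 0.202), the SNARE gene VTI1B one of 1.34, LHCB4.2 one of 1.11, the proteasome gene PAD2 one of 0.76 and the eIF1-type gene AT5G54760 one of 0.09, which turned to -0.23 after quantile normalization. PAI3 had a change of -1.28, the aconitase gene ACO3 of -1.10 and the clock gene CCA1 of -0.63. Sizes moved with the processing: over the alternatives AT3G49910 ranged from 0.89 to 1.82, LHCB4.2 from 0.45 to 1.29, PAD2 from 0.37 to 1.15 and CCA1 from -0.90 to -0.37. None of the loci followed by quantitative PCR passed the test with the replicate as the block. With the gradient as a block GRF8 (adjusted p = 0.0147), VTI1B (0.0295) and AT3G49910 (0.0436) passed. Lists with fewer than 3 measured members were not tested: PPR336 had a change of -0.52, PPR596 of 0.30, the auxin response gene IAA18 of 0.18, the alanyl-tRNA synthetase gene ALATS of -0.04, the clock gene GI of 0.02, the guard cell gene FMA of -0.55 and the root gene PYK10 of -0.15.

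In limma's moderated test with the replicate as a block, 2 probe sets were higher and 4 lower in translation state, and 1647 had an unadjusted p under 0.05. Both arrays of each of the 4 gradients were scanned one after the other, and with the gradient as a block 116 were higher and 70 lower, among them all 6 of the first fit. By the study's own rule without a test, a mean change over 2-fold among probe sets with similar replicates, 218 were higher and 366 lower, but this split followed the scaling (251 and 214 after quantile normalization, 418 and 183 after median centring). The per-replicate changes correlated across genes with a Pearson r of 0.43 and a Spearman rho of 0.43, and 67.2% of probe sets had the same sign in both; genes are not independent replicates.

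The second comparison described how mRNAs are spread between the fractions in each genotype. In WT the highest translation states were those of psaA (3.91, SE 0.34), AT1G64370 (3.24) and AT4G32605 (3.15), followed by AT5G07030 (2.81), AT4G19200 (2.69), AT4G39860 (2.62), AT5G55450 (2.59) and AT1G52510 (2.51). The lowest were those of AT3G27340 (-4.41), the copper chaperone gene AT1G53030 (-3.95), the drought-induced genes DI21 (-3.86) and DI19 (-3.52), the noncoding RNA GUT15 (-3.63), AT3G61200 (-3.32), AT5G43460 (-3.27) and AT5G47435 (-3.21). For AT4G39860, AT5G55450, AT3G27340 and AT1G53030, 1 WT signal in the smaller fraction lay under 44.7, the 20th percentile of all signals. Their sizes and ranks are therefore uncertain. Nuclear genes of plastid ribosomal proteins were more polysomal than other genes (9 of 10 positive, 6 past the test upward and 1 downward, 7 and 1 adjusted over the list alone, median 0.99 above all genes, adjusted p = 0.0021, and adjusted p = 0.578 with an estimated correlation). Histones were too (6 of 6 positive, 3 past the test, 4 adjusted over the list alone, median 1.03 above all genes, adjusted p = 0.0094, and adjusted p = 0.546 with an estimated correlation). Receptor kinases had 26 of 37 members positive, 6 upward and 1 downward call (4 and 1 adjusted over the list alone) and a median of 0.49 above all genes (adjusted p = 0.0068, and adjusted p = 0.546 with an estimated correlation). Tricarboxylic acid cycle genes had 4 upward calls among 10 (5 adjusted over the list alone, relative median 0.64, adjusted p = 0.0272, and adjusted p = 0.698 with an estimated correlation). Plastid-encoded mRNAs were less polysomal in WT, with 27 of 67 past the test downward and 3 upward (28 and 4 adjusted over the list alone, relative median -0.74, adjusted p = 0.0021, and adjusted p = 0.857 with an estimated correlation).

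In WT 1709 probe sets were more polysomal and 1714 more non-polysomal, and in eif3h 1925 and 2529. The split in eif3h followed the scaling, with 2078 and 1779 after quantile normalization and 2469 and 1801 after median centring. With the gradient as a block the counts were 2226 and 2208 in WT and 2311 and 3045 in eif3h. In eif3h 51 of 115 cytosolic ribosomal protein mRNAs were more polysomal and 2 less (relative median 0.78, adjusted p = 1.3e-12, and adjusted p = 0.404 with an estimated correlation), whereas in WT the list median was 0.05 relative to all genes and -0.05 after quantile normalization (adjusted p = 0.866 and 0.818). Adjusted over the list alone, 53 were more polysomal and 2 less in eif3h. In WT 23 members were more polysomal and 24 less (26 and 24 adjusted over the list alone), so that the median there covers members that go both ways. In the mutant 56 of 67 plastid-encoded mRNAs were less polysomal and 0 more (59 and 0 adjusted over the list alone, relative median -1.61, adjusted p = 1.2e-12, and adjusted p = 0.404 with an estimated correlation). Nuclear mRNAs for plastid ribosomal proteins (9 of 10 more polysomal, relative median 1.64), the tricarboxylic acid cycle (6 of 10, 1.16), the light reactions (6 of 8, 1.17) and the Calvin cycle (4 of 4, 1.19) stood above other genes in the mutant, each with adjusted p = 0.404 with an estimated correlation; their counts adjusted over the list alone were 10, 6, 6 and 4. Oxidative phosphorylation mRNAs had 20 upward and 2 downward calls there (22 and 2 adjusted over the list alone, relative median 0.85, adjusted p = 3.9e-08, and adjusted p = 0.112 with an estimated correlation). The translation state in WT taken from one replicate was nearly unrelated across genes to the change in the other replicate (Pearson r -0.03 and -0.03). From means that share the WT arrays r was -0.16.

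The third comparison asked in which fraction the genotypes differ. Its fit takes the arrays of a gradient as independent, although they shared deviations (r = 0.43). The gradient block cannot be used here, so the p-values of this comparison may be too small and its calls too many. ECS1, AT1G66100, which encodes a thionin, and AT3G47250 were far lower in eif3h in both fractions. In polysomal RNA the log2 differences were -7.39 for ECS1 (SE 0.28, adjusted p = 6.0e-06), -8.07 for AT1G66100 and -5.28 for AT3G47250, and in non-polysomal RNA -6.44, -5.42 and -7.38. ZW9 (-4.45) and CYP71B26 (-4.10) completed the largest falls in polysomal RNA, and THI2.2, another thionin gene (-4.74), and the cyclic nucleotide-gated channel gene CNGC12 (-3.72) those in non-polysomal RNA. ICL, isocitrate lyase of the glyoxylate cycle that seedlings use on stored lipid, rose by 7.63 in polysomal RNA (adjusted p = 0.0016) and by 8.44 in non-polysomal RNA. The late-embryogenesis genes AT3G02480 and AT3G17520 rose by 4.96 and 3.65 in polysomal RNA, the ribosomal stalk protein gene AT3G28500 by 3.67 and the cysteine protease gene AT3G54940 by 3.52. In non-polysomal RNA AT2G15560 rose by 6.99, AT3G02480 by 4.66, AT5G15360 by 4.33 and AT3G28500 by 3.92. The differences of ICL, AT3G28500, AT3G54940, AT1G66100, AT3G47250, CYP71B26 and THI2.2 rest in part on signals under 44.7 in the lower genotype, near background. Their exact sizes and the order among them are therefore uncertain and may be overstated. ICL had polysomal signals of 17.4 and 9.1 in WT, AT1G66100 of 45.2 or less in eif3h, and AT3G47250 non-polysomal signals of 6.0 and 77.6 in eif3h. Several of these rises differed in size between the 2 eif3h replicates: AT3G02480 had polysomal signals of 24343 and 1201 in eif3h against 217.4 and 138.3 in WT, and ICL non-polysomal signals of 62921 and 5605 against 451.8 and 6.5. Of 27 measured late-embryo genes, a list written after other genes of this kind had been seen to differ, 22 were over 2-fold higher in eif3h replicate 1 than in replicate 2.

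**Figure D3:**
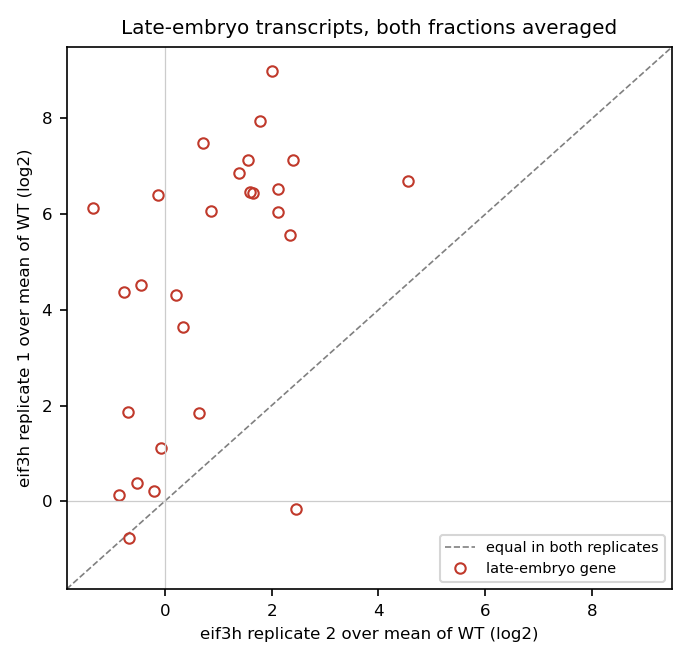
Signal of 27 late-embryo genes in eif3h over the mean of WT on the log2 scale, averaged over both fractions, in replicate 2 (x axis) and in replicate 1 (y axis); each circle is a gene, and the dashed line marks equal values. The median is 6.05 in replicate 1 and 0.72 in replicate 2; many signals of WT and of eif3h replicate 2 lie near background, so that the sizes are uncertain.

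Cytosolic ribosomal protein mRNAs rose in polysomal RNA of eif3h: 80 of 115 passed the test upward and 0 downward, 109 when adjusted over the list alone, with a median of 0.93 above all genes (adjusted p = 2.3e-33, and adjusted p = 0.242 with an estimated correlation). In non-polysomal RNA 31 rose and 5 fell (35 and 5 adjusted over the list alone, relative median 0.17, adjusted p = 0.0189, and adjusted p = 0.882 with an estimated correlation). After quantile normalization the relative medians of this list were 0.74 in polysomal and 0.42 in non-polysomal RNA. Oxidative phosphorylation mRNAs had 22 upward and 1 downward call among 40 in polysomal RNA (31 and 1 adjusted over the list alone, relative median 0.81, adjusted p = 6.5e-13, and adjusted p = 0.0534 with an estimated correlation). In non-polysomal RNA they had 10 upward and 2 downward calls (relative median 0.38, camera adjusted p = 0.0533, and 0.604 with an estimated correlation). That median was 0.50 after quantile normalization (camera, adjusted p = 4.8e-04). The other initiation factors were higher in both fractions in 10 of 10, with 3 calls in each (5 and 7 adjusted over the list alone, adjusted p = 9.6e-04 and 0.0116, and adjusted p = 0.242 and 0.604 with an estimated correlation). Tricarboxylic acid cycle mRNAs had 3 upward calls among 10 in polysomal RNA (4 adjusted over the list alone, adjusted p = 6.5e-04, and adjusted p = 0.502 with an estimated correlation), and receptor kinases 5 downward calls among 37 (6 adjusted over the list alone, adjusted p = 5.9e-05, and adjusted p = 0.242 with an estimated correlation). The light reactions and the plastid ribosomal proteins instead differed in non-polysomal RNA, where 3 of 8 and 4 of 10 fell (3 and 8 adjusted over the list alone, relative medians -0.53 and -0.75, adjusted p = 0.0030 and 0.0013, both with adjusted p = 0.607 with an estimated correlation). For the light reactions the call ended after quantile normalization (relative median -0.34, adjusted p = 0.0518). LHCB4.2 was lower in both fractions, with log2 differences of -2.74 there and -1.63 in polysomal RNA. Plastid-encoded mRNAs had 7 downward calls among 67 in polysomal RNA (2 adjusted over the list alone, relative median -0.51, adjusted p = 8.7e-06, and adjusted p = 0.732 with an estimated correlation) and 7 upward calls in non-polysomal RNA (5 adjusted over the list alone, relative median 0.35, adjusted p = 0.0046, and adjusted p = 0.882 with an estimated correlation). Without eif3h replicate 1 the shift of this list in polysomal RNA was lost (relative median -0.03), and its relative median in non-polysomal RNA was 0.21.

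In polysomal RNA 673 probe sets were higher and 865 lower in eif3h, and in non-polysomal RNA 961 and 984. These counts may be too high, since the fit takes the arrays of a gradient as independent. These splits followed the scaling, with 856 and 681 in polysomal and 668 and 1207 in non-polysomal RNA after median centring. The fractions come from the same gradients, and 308 probe sets were higher in both, against 56.9 for independent lists, and 431 lower in both, against 74.8. Opposite calls were rare, at 4 in each direction.

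The control RNAs on the arrays differed between genotypes. The signal of the bacterial poly(A) control RNAs was 2.44 and 2.78 times higher on the non-polysomal than on the polysomal array in the WT gradients and 5.97 and 5.66 times higher in the eif3h gradients. For the hybridization controls these ratios were 1.992 and 1.996 in WT and 3.17 and 2.16 in eif3h. The 3' to 5' signal ratio ranged over the 8 arrays from 3.003 to 5.71 for actin, from 0.973 to 1.97 for GAPDH and from 2.02 to 3.92 for ubiquitin. For the bacterial control dap it was between 6.02 and 9.22 on the 4 arrays of replicate 1 and between 1.89 and 2.41 on those of replicate 2.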

Values the study reported

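The study considered 8,831 genes detected on all of its arrays and kept 6,854 genes with reproducible polysome loading data. Of these, it reported 246 genes as translationally inhibited in the eif3h mutant and 188 as stimulated at its fold threshold. The study also ran a statistical test, Significance Analysis of Microarrays, on its expressed genes before filtering, at a set false discovery rate. That test marked fewer genes in each direction, and its inhibited genes largely overlapped the 246. It was not repeated here.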

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

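Of the tests below, 2 were chosen after the result was seen: the one of normalization as the whole cause of the ribosomal protein shift, and the one of a single replicate as the cause of the plastid shift. The others were set before their own value was seen, but after the main list results were known. The late-embryo list was written after other genes of this kind had been seen to differ. Its test is therefore not independent of that observation. The interaction test between genotype and fraction marked AT3G14600 (2.25), AT5G18800 (2.07), AT5G55600 (-2.62), TIF3H1 (-2.57), AT2G15560 (-4.22) and 1 unnamed probe set (-2.67) as loaded differently in WT and eif3h. The list test marked cytosolic ribosomal proteins (median log2 change relative to all genes 0.70), plastid ribosomal proteins (0.76), the tricarboxylic acid cycle (0.58), the light reactions (0.43), oxidative phosphorylation (0.42), receptor-like kinases with leucine-rich repeats (-0.44) and plastid-encoded genes (-0.95), none of them with an estimated correlation. In data outside the comparisons, the bacterial poly(A) control RNAs were 5.97 and 5.66 times higher on the non-polysomal than on the polysomal array in the eif3h gradients, above the 2.44 and 2.78 of WT.

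Late-embryo transcripts were far higher in eif3h replicate 1 than in any other gradient. The median of 27 measured genes, of 45 written, was 4.39 above that of eif3h replicate 2 on the log2 scale (signal-matched random lists -0.57 to 0.20). The same list differed by 0.15 between the WT replicates (random lists -0.63 to 0.17), so no rise common to both genotypes was seen in replicate 1. Since many WT signals lie near background, an effect of the array batch that scales with signal could not show there and is not excluded. Against WT the median was 6.05 in replicate 1 and 0.72 in replicate 2 (random lists -0.15 to 0.58), but many signals of WT and of eif3h replicate 2 lie near background, so that these sizes are uncertain and 0.72 carries little weight. AT5G66780 had signals of 9266 and 8776 in non-polysomal and polysomal RNA of eif3h replicate 1 against 132.5 and 119.3 in replicate 2, and AT3G15670 reached 12235, while 1 of the 27 genes had a mean WT signal over the array median. The values fit seed or embryo-stage material, or a program of that stage, in that preparation, a hypothesis only: aerial parts were scraped from plates, and ungerminated seed could have been among them, but the data do not separate this from delayed development of the mutant.

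Cytosolic ribosomal protein mRNAs had a higher polysome loading in eif3h than other mRNAs (0.70). The authors' scaling by 1 factor per array cancels in a value relative to other genes, whereas quantile normalization, which also changes the shape of each array's distribution, lowered it to 0.30, and the cause of this drop was not tested. After quantile normalization the list's median change of 0.32 still lay outside random lists matched on signal (-0.11 to 0.12). Those lists draw genes as if independent, whereas the estimated correlation of the members is 0.308. Quantile normalization is also only 1 alternative, so normalization as the whole cause is not excluded. In the deposited scaling the median change of 0.58 also lay above signal-matched random lists (0.09 to 0.33). With the same limit, this argues against high signal alone. Probe sets shared between gene copies could not be judged, since all 115 members (0.70) lie on sets of 1 transcript by their suffix. The genotype is the biological explanation the design gives, but with 2 gradients per genotype and adjusted p = 0.378 with an estimated correlation it remains open.

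Plastid-encoded mRNAs had a lower PL over NP signal in eif3h (-0.95). The study describes eIF3 as a factor for cytoplasmic mRNAs, so a direct action of eIF3h on these mRNAs is not shown. The authors' scaling by 1 factor per array cancels in this value relative to other genes, so it could not have been the cause. After quantile normalization, which also changes the shape of each array's distribution, the value was -1.21. Other normalizations of that kind were not tested. The shift had the same sign in both replicates: the relative median was -1.53 in replicate 1 and -0.29 in replicate 2, below random lists matched on signal (0.18 to 0.65). Those lists draw genes as if independent, whereas the estimated correlation of the members is 0.704. An effect of 1 preparation is therefore not excluded. The size depends on replicate 1, the preparation with the late-embryo transcripts, and whether genotype or seedling stage lies behind it was not separated.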

How the results depend on the processing

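The directions of the 7 lists past the test and of the named genes were kept under the alternatives except where given here, and unless stated otherwise the cause was not tested. Without the replicate block, that is without pairing by number, the change of translation state gave 0 calls in limma (862 at unadjusted p under 0.05) against 6, the translation state 1733 in WT and 2663 in eif3h against 3423 and 4454, and the genotype difference 301 in polysomal and 494 in non-polysomal RNA against 1538 and 1945. From log2 PL/NP per gradient the change gave 828 calls with the block and 186 without. Quantile normalization gave 1 call (0 up, 1 down; 3 up and 2 down after median centring) and 998 in polysomal RNA, no filter 0 (2384 unadjusted) and no variance trend 0 (1641 unadjusted). With 1 gradient left out the change gave 1 to 885 calls (3 without WT replicate 1, 1 without WT replicate 2, 885 and 747 without eif3h replicate 1 or 2), WT 1573 to 5351, polysomal RNA 699 to 2873 (2317 without eif3h replicate 1) and non-polysomal RNA 1061 to 3338. The lone gradient is then assumed to vary like the others, so a fit lacking an eif3h gradient takes its spread from the WT pair. The study's rule gave 2259 at 1.5-fold and 2891 with no filter, against 584. The correlation between replicates was 0.376 after quantile normalization, 0.1003 with no filter, 0.491 in the upper 40% and 0.458 with an offset, against 0.430. The correlation of WT state with the change was 0.0109 with no filter and -0.0488 in the upper 40%, against -0.0311. AT5G54760 turned from 0.09 to -0.23 after quantile normalization, -0.14 to 0.32 with 1 replicate left out (negative without replicate 1) and -0.13 to 0.30 with 1 gradient left out (negative without eif3h replicate 1), never past the test. Lists lost their call after quantile normalization for the light reactions (adjusted p = 0.509), oxidative phosphorylation (0.197) and plastid ribosomal proteins (0.0957), and with no filter for receptor kinases (0.139). With an estimated correlation every list did: receptor kinases 0.344, tricarboxylic acid cycle, light reactions and plastid-encoded genes 0.443, cytosolic and plastid ribosomal proteins 0.378, oxidative phosphorylation 0.134. That setting also has fewer degrees of freedom, so these losses need not come from correlation. With 1 gradient left out the adjusted p ranged from 1.5e-04 to 0.1997 for the tricarboxylic acid cycle and from 0.0034 to 0.193 for the light reactions, both highest without eif3h replicate 2, and the other 5 lists kept their call. Of the other list comparisons 805 were the same, 12 stronger and 26 weaker, and of those of named genes 797 were the same, 100 stronger, 55 weaker and 3 reversed. A list that changed direction without passing in either setting counts as the same. Examples are the Calvin cycle and the other initiation factors, whose change turned downward after quantile normalization. Not run were the mRNA features, which need a genome, and scan or hybridization batch, which equals the replicate number. With no filter, probe sets near background lower the agreement of replicates, and signal over background limits what can be called.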

Other observations

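Several of the largest genotype differences were found in both fractions. ECS1 fell in polysomal and non-polysomal RNA (log2 differences -7.39 and -6.44). So did ZW9 (-4.45 and -3.35), CYP71B26 (-4.10 and -2.66) and the histone H2B gene HTB11 (-3.72 and -2.28). The polysomal size for CYP71B26 is uncertain, since 1 eif3h signal was 36.7. None of these genes had a change of translation state past the test. The eIF1-type gene AT5G54760 was higher in both fractions (1.22, adjusted p = 0.0067, and 1.13, adjusted p = 0.0071), as was PPR596 (1.37 and 1.07, adjusted p = 0.0123 and 0.0257). AT2G15560 instead rose by 6.99 in non-polysomal RNA and by 2.77 in polysomal RNA, with non-polysomal signals of 13084 and 13867 in eif3h against 63.0 and 177.4 in WT.

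Between replicates, 17 probe sets were over 8-fold higher in eif3h replicate 1 in both fractions and 2 in replicate 2, against 2 and 16 in WT. The genes on the eif3h side included AT3G54940, AT1G54870, AT1G04560, AT3G02480, LEA4-5 and ICL.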
